A study of Homo sapiens with 12 samples. Its data were reported in "CLDN6 Expression Plasticity in Ovarian Cancer: Insights into Therapeutic Optimization for CLDN6-Targeted Immunotherapy" (2026).

How the data were processed

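NIH:OVCAR-3, a human ovarian adenocarcinoma cell line, was cultured with carboplatin at 0.5 μg/ml, cisplatin at 0.1 μg/ml or doxorubicin at 10 ng/ml for 5 days and then in drug-free medium for 3 days, per the labels. Nontreated cells received medium only. The labels also name paclitaxel, and cells with paclitaxel were not analysed here. Carboplatin and cisplatin are platinum compounds that crosslink DNA, and doxorubicin is an anthracycline that acts through topoisomerase II. Total RNA (100 ng per sample) was hybridized to the nCounter PanCancer Progression Panel, in which each target RNA is bound by a colour-barcoded probe and the barcodes are counted one by one without amplification. The table held 770 genes, 6 positive-control probes for spiked RNA and 8 negative-control probes without a target, in 12 samples, 3 in each of 4 groups. Samples were grouped by their GEO labels, and every column of the table belonged to a labelled sample.

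The values deposited by the authors were a normalized signal with 2 decimals, not raw counts, and the software used to make them is not stated. The genes of each sample were whole multiples of one step, the value of 1 count, which lay between 0.693 and 1.25. After division by that step, 99.94% of all values lay within 0.006 of a whole number of counts, 99.61% in the sample with the lowest share. Values below 1 had been set to 1, which concerned 5 values. The control probes were unscaled counts. The geometric mean of 30 housekeeping genes of the panel was 491.37 or 491.38 in every sample, so the factor of each sample was derived from these genes. Of the 30 genes, 29 were listed from general knowledge of the panel and MRPS5 was found from the table: the SD over samples of the log2 geometric mean was 0.0024 with the 29 genes, 6.4e-06 with MRPS5 and 0.001 with the next best gene, MTDH. A change shared by these 30 genes is removed by such scaling. The deposited values had no background subtraction. The recovery of counts was tested on 27686 simulated values, of which 100% came back right.

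The recovered total count was 807819 to 1438026 per sample. The negative-control probes corresponded to a background of 11.2 to 18.7 in normalized units, and their mean plus 2 SD to 21.1 to 34.4; 541 to 580 genes lay above that limit in a sample. The fold of a gene near the background is understated where the groups have equal background. The background was higher with cisplatin, at 18.2 against 14.5 in nontreated cells, which can overstate a rise of such a gene with cisplatin. Replicates of one group correlated across genes with r of 0.9941 to 0.9972 on the log2 scale. Their counts differed by more than sampling noise in all pairs (chi-square per degree of freedom 1.25 to 12.33, genes with at least 20 counts in a pair). This test covers counting error only and does not tell separate cultures from repeat hybridizations of one RNA.

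Genes with a mean of at least 20 over all samples were kept (616 of 770, 154 left out). Values were transformed to log2(value + 1), and fold changes are on that scale, which understates the change of low genes. One linear model over the 4 groups and all 12 samples was fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, so that all comparisons share one estimate of the spread. Each p-value was two-sided and adjusted by the Benjamini-Hochberg method over the genes kept, with a call at an adjusted p under 0.05. A moderated F test asked whether a gene differed among the 4 groups. The design had named the edgeR test for raw counts and limma for normalized values, and limma applied here. The t-test named in the methods of the study was run on the log2 values as an alternative. For its panel data the study describes Z-scores and a heat map and names no test. On simulated counts with 200 of the 616 genes changed in carboplatin against nontreated, over 20 runs, the fit recovered 85.1% of the changed genes, with 61.6% at a log2 change of 0.3 and 97.2% at 1; 3.20% of its calls were false. In the same runs, unchanged lists tested with fry had p under 0.05 in 5.83% of cases.

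6 gene lists (epithelial, mesenchymal, matrix remodelling, collagens and laminins, integrins, TGF-beta targets) were written from general knowledge, after the gene families the study speaks of. They were written with knowledge of the genes the study displays for these samples, so they are not blind to its choice. How the study chose those genes is not known. Each list was tested with fry (limma), a two-sided rotation test on its members, with adjustment over the 18 tests of 6 lists and 3 drugs; its size is given as the median log2 fold change. The same lists were tested between carboplatin and cisplatin, adjusted over 6 tests, a comparison added after the data were seen. A list of chemokines and interleukins, written after CXCL8, CXCL10, CXCL11, IL6, TNF and CX3CL1 had been looked at, was tested with fry on its other members. The drugs share their nontreated controls. The correlation of fold changes between drugs across genes was therefore set beside a value from 100 simulations. In these, unchanged groups and the controls they shared were drawn as noise, independently for each gene and without any drug effect. Genes are not independent replicates, and no p-value is given for such a correlation.

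The genes named were chosen by a rule: CD44, TGFB1, CDH1 and VIM; the 5 largest rises and 5 largest falls under carboplatin, and the 3 and 3 largest under cisplatin, under doxorubicin, between carboplatin and cisplatin and between cisplatin and doxorubicin, among called genes whose 3 values in one group all lay on one side of the 3 values in the other; in each list the member with the largest rise and with the largest fall under carboplatin; and up to 3 genes called in opposite directions by a pair of drugs. Any gene named outside this rule is marked as chosen after its values were seen. CLDN6 was not analysed here. Gene symbols were matched to the RefSeq table of GRCh38.p14 (755 current symbols, 15 older ones, 0 unmatched); no genome build is named for the table, and no coordinates are given.

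The test, the threshold, the 6 lists, the rule for named genes and the following alternatives were fixed before the data were examined: rescaling to the housekeeping genes, TMM factors, quantile normalization, no filter on low values, a mean of at least 50 (500 genes), a pseudocount of 10, the replicate number as a block, a mean-variance trend, a fit of only the groups compared, the methods' t-test, camera with a preset and with an estimated correlation for the lists, and leaving out each replicate in turn. Alternatives chosen after seeing the data were background subtraction, scaling to the positive-control spikes, the same scaling without nontreated replicate 3 (2 choices together, added after that sample was seen to lie apart in recovered count per spike count), the leading axis of the deviations from the group means as a covariate, and edgeR 4.0.16 and DESeq2 1.42.0 on the recovered counts with the scaling of the authors. The range of adjusted p over alternatives leaves out the t-test at an unadjusted p under 0.05. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.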

Results

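To examine how chemotherapeutic drugs change the expression of cancer progression genes in ovarian cancer cells, RNA from NIH:OVCAR-3 cells was counted with an nCounter panel of 770 genes. The 12 samples comprised 3 of nontreated cells and 3 each of cells treated with carboplatin (0.5 μg/ml), cisplatin (0.1 μg/ml) or doxorubicin (10 ng/ml). Treated cells were harvested after 5 days with drug and 3 days without it. The recovered total count was 1056891 ± 335218 in nontreated cells, 946177 ± 68435 with carboplatin, 877514 ± 50882 with cisplatin and 1038606 ± 164287 with doxorubicin (mean ± SD, n = 3 each). Values below are normalized nCounter values scaled by the authors to housekeeping genes, as mean ± SD of 3 samples unless stated. The background of the negative-control probes was 14.5 ± 2.94 in nontreated cells, 14.8 ± 0.41 with carboplatin, 18.2 ± 0.48 with cisplatin and 15.0 ± 1.86 with doxorubicin.

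The first question was whether the groups differed at all and along what axis. Among the 616 genes with a mean of at least 20, 440 differed among the 4 groups (limma F test, adjusted p under 0.05), and 448 had an unadjusted p under 0.05. The first principal component of the log2 values held 84.4% of the variance, against 4.49% for the second. On it the nontreated samples lay at -11.1 ± 0.426, doxorubicin at -6.67 ± 0.369, cisplatin at 3.66 ± 0.436 and carboplatin at 14.1 ± 2.23.

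Each drug was then compared with nontreated cells. The paper set the doses by growth inhibition, and reports higher CD44 and TGFB1 expression in these cells at low density. It also reports lower epithelial and higher matrix genes at low density. Cell density at harvest was not analysed here. An effect of density is therefore not separated from a direct drug effect in any comparison below. Carboplatin changed 435 of the 616 genes, 236 higher and 199 lower. Cisplatin changed 357 genes, 202 higher and 155 lower. Doxorubicin changed 96 genes, 59 higher and 37 lower. Of the called genes, 107 with carboplatin, 56 with cisplatin and 2 with doxorubicin (CXCL8 and AREG) changed at least 2-fold. The doxorubicin number was 3 without nontreated replicate 3 or doxorubicin replicate 3 and 5 without doxorubicin replicate 2. It was 10 after background subtraction, 3 with edgeR or DESeq2 and 1 with a pseudocount of 10. Spike scaling without nontreated replicate 3 gave 6. Unadjusted p-values under 0.05 were found for 441, 381 and 199 genes, respectively. The edgeR test on the recovered counts called 430, 367 and 119 genes. Scaling to the positive-control spikes in place of the housekeeping genes gave 216, 187 and 4 genes, the largest move of the carboplatin and doxorubicin counts among the alternatives. That scaling rested in part on nontreated replicate 3, whose recovered count per spike count was 1270.4, against 611.7 to 915.5 in the other samples. Without that sample the counts were 285, 171 and 31, the largest move of the cisplatin count. The ratio also ran from 644.4 to 915.5 within doxorubicin, against 746.8 to 829.5 within carboplatin and 611.7 to 653.0 within cisplatin. Spikes are added at the assay, so scaling to them leaves differences in RNA input in the gene values. A call lost under it may reflect such spread or the lack of a change, which are not told apart. The doxorubicin count fell to 59 genes without doxorubicin replicate 1 and to 57 without doxorubicin replicate 3, and the test named in the study's methods, taken without adjustment, gave 176. The balance of higher and lower calls depended on the scaling. Quantile normalization gave 190 higher and 263 lower genes with carboplatin, and 162 higher and 185 lower with cisplatin. TMM factors gave 166 higher and 193 lower genes with cisplatin. With spike scaling the calls were 95 higher and 121 lower with carboplatin, 35 higher and 152 lower with cisplatin, and 3 higher (CXCL8, AREG, PTX3) and 1 lower (ADAMTS12, named after its value was seen) with doxorubicin. Without nontreated replicate 3 they were 183 higher and 102 lower with carboplatin and 72 higher and 99 lower with cisplatin, and 28 of the 31 with doxorubicin were higher. The median log2 fold change of all genes tested was 0.05, 0.07 and 0.01 for carboplatin, cisplatin and doxorubicin as deposited, and -0.13, -0.35 and -0.08 with spike scaling, or 0.12, -0.085 and 0.19 when nontreated replicate 3 was also left out. Quantile normalization moved it to -0.11 for carboplatin.

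The study measured CLDN6, CD44 and TGFB1 by qPCR in these cells, and CD44 and TGFB1 are on the panel. CLDN6 was not analysed here. CD44 was 43.7 ± 6.42 in nontreated cells, 362 ± 99.1 with carboplatin, 129 ± 23.1 with cisplatin and 60.8 ± 9.12 with doxorubicin. Its log2 fold change against nontreated was 2.99 ± 0.20 (SE) with carboplatin (limma adjusted p 4.12e-07) and 1.53 ± 0.20 with cisplatin (adjusted p 1.17e-04). With doxorubicin it was 0.47 ± 0.20, which did not pass the threshold (adjusted p 0.151). TGFB1 rose from 112 ± 8.43 to 233 ± 18.1 with carboplatin, a log2 fold change of 1.04 (adjusted p 2.35e-06), and to 206 ± 20.0 with cisplatin, a log2 fold change of 0.87 (adjusted p 1.85e-05). TGFB1 with doxorubicin was 137 ± 9.16, a log2 fold change of 0.29 that did not pass the threshold (adjusted p 0.0543). It passed with the filter on a mean of at least 50, with the leading axis of the deviations as a covariate, and without carboplatin replicate 1, cisplatin replicate 1 or cisplatin replicate 2 (adjusted p 0.0350 to 0.997 over all alternatives). Spike scaling left the cisplatin change of TGFB1 short of the threshold, at a log2 fold change of 0.45 (adjusted p 1.14e-09 to 0.147 over all alternatives), but it passed at 0.72 when nontreated replicate 3 was also left out. For each of these changes that passed, all 3 treated values lay above all 3 nontreated ones.

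CDH1 and VIM, the genes of E-cadherin and vimentin, both fell with carboplatin and cisplatin. CDH1 was 3453 ± 153 in nontreated cells and 2794 ± 32.7 with carboplatin (log2 fold change -0.30, adjusted p 1.44e-04). With cisplatin it was 2869 ± 122 (log2 fold change -0.27, adjusted p 5.82e-04). With doxorubicin CDH1 did not differ from nontreated (3407 ± 100.1, adjusted p 0.839). VIM was 138 ± 5.21 in nontreated cells and 113 ± 8.22 with carboplatin (log2 fold change -0.28, adjusted p 0.00359), a call that DESeq2 did not make. VIM was 87.1 ± 6.25 with cisplatin (log2 fold change -0.66, adjusted p 1.83e-05) and 109 ± 4.87 with doxorubicin (log2 fold change -0.34, adjusted p 0.00860), and DESeq2 did not make the doxorubicin call. Under spike scaling the carboplatin changes of CDH1 and VIM and the doxorubicin change of VIM did not pass the threshold, with or without nontreated replicate 3, and without it the cisplatin change of CDH1 did not either. Over all alternatives the adjusted p was 5.60e-10 to 0.331 for CDH1 with carboplatin, 1.08e-07 to 0.0731 for CDH1 with cisplatin, 9.85e-06 to 0.451 for VIM with carboplatin and 0.00286 to 0.819 for VIM with doxorubicin. All 3 treated values lay below all 3 nontreated ones in each called change of CDH1 and VIM.

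**Figure D1:**
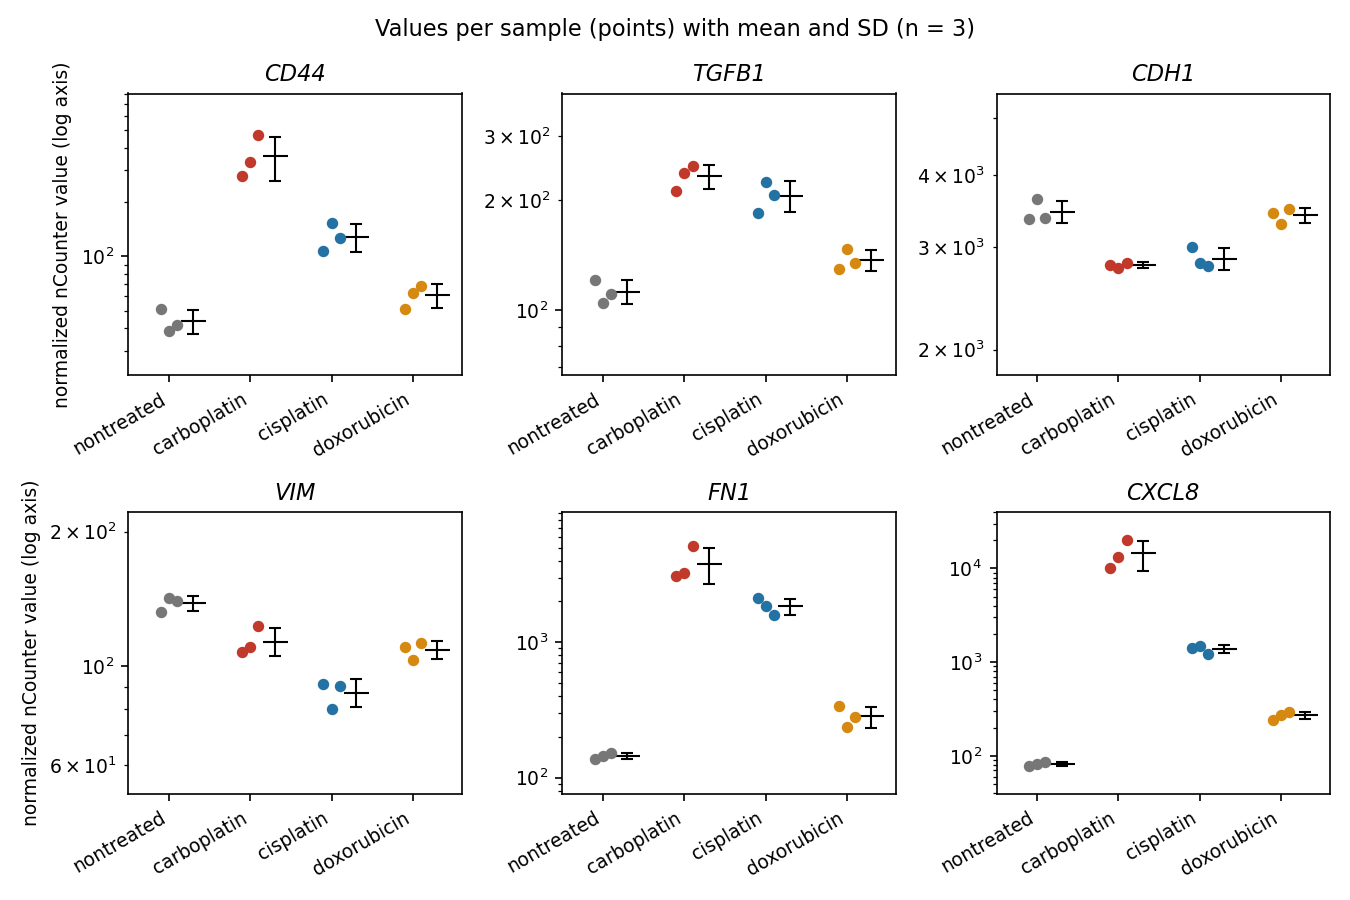
Normalized nCounter values (log axis) of 6 genes in the 3 samples of each group (points), with the mean and SD beside them. CD44, TGFB1, FN1 and CXCL8 were highest with carboplatin (CXCL8 14494 against 81.9 in nontreated cells), whereas CDH1 and VIM were highest in nontreated cells.

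The largest rise under carboplatin by the rule for named genes was that of CXCL8, which rose from 81.9 ± 3.63 to 14494 ± 5191, a log2 fold change of 7.39 ± 0.20 (SE, adjusted p 1.58e-09). PTX3 followed with a log2 fold change of 4.97 (50.4 ± 8.46 to 1633 ± 430.0, adjusted p 5.85e-09). FN1 had 4.68 (144 ± 7.28 to 3802 ± 1127, adjusted p 1.30e-08), AREG 4.34 (59.1 ± 11.8 to 1207 ± 156, adjusted p 3.77e-09) and TNF 4.26 (37.6 ± 3.02 to 751 ± 173, adjusted p 1.30e-08). The largest falls were in TMPRSS2, at a log2 fold change of -3.06 (858 ± 16.8 to 103 ± 22.0, adjusted p 1.18e-08), PRR15L at -2.97 (351 ± 10.6 to 44.8 ± 11.4), VIT at -2.86 (1777 ± 31.5 to 254 ± 90.1), ADAMTS8 at -2.50 (163 ± 16.9 to 28.3 ± 6.55) and AGR2 at -2.32 (847 ± 50.8 to 169 ± 16.9). Each of these 10 genes passed the threshold in every alternative that tested it. The carboplatin value of ADAMTS8 lay within 2 SD of the background in 1 of 3 samples, so its fall is understated.

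Cisplatin raised CXCL8 to 1382 ± 130.0 (log2 fold change 4.06, adjusted p 1.90e-07), FN1 to 1847 ± 256 (3.67, adjusted p 2.34e-07) and AREG to 373 ± 21.7 (2.66, adjusted p 1.97e-07). It lowered TMPRSS2 to 212 ± 16.1 (log2 fold change -2.01, adjusted p 5.81e-07), CLU from 28737 ± 575 to 7740 ± 502 (-1.89, adjusted p 1.82e-07) and ADAMTS8 to 46.9 ± 7.01 (-1.78, adjusted p 5.67e-06). With doxorubicin the largest rises were CXCL8 at 271 ± 25.1 (log2 fold change 1.71, adjusted p 6.68e-04), AREG at 127 ± 3.01 (1.11, adjusted p 7.60e-04) and PTX3 at 101 ± 12.0 (0.99, adjusted p 0.00511). The largest falls were SPDEF from 86.3 ± 8.08 to 51.3 ± 6.68 (log2 fold change -0.74, adjusted p 0.0343), TMPRSS2 to 517 ± 20.0 (-0.73, adjusted p 0.00440) and PROM1 from 241 ± 4.57 to 158 ± 7.33 (-0.60, adjusted p 9.58e-05). The SPDEF call was lost without any one of nontreated replicates 1, 2 and 3 or doxorubicin replicates 1 and 3 and without the filter on low values, after background subtraction and under spike scaling with or without nontreated replicate 3 (adjusted p 0.00273 to 0.162 over all alternatives). Spike scaling, with or without nontreated replicate 3, left PROM1 and TMPRSS2 with doxorubicin short of the threshold, with highest adjusted p of 0.227 and 0.0773 and lowest of 1.13e-05 and 3.96e-16.

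The study asked whether the drugs shift the cells from epithelial towards mesenchymal expression and alter genes of matrix remodelling and cell-matrix contact. In the epithelial list (12 genes kept of 12 on the panel) the median log2 fold change was -0.36 with carboplatin (fry adjusted p 4.06e-07; 2 genes called higher, 10 lower), -0.22 with cisplatin (adjusted p 4.49e-05; 1 higher, 8 lower) and -0.04 with doxorubicin (adjusted p 0.0990; 1 higher, 2 lower). The doxorubicin test passed without carboplatin replicate 1 or 3 (adjusted p 0.0476 and 0.0454, and 0.0161 to 0.789 over all alternatives). These samples cannot move a doxorubicin median and enter its test only through the spread shared by all groups and the adjustment. The largest fall in the list under carboplatin was CLDN3 (7902 ± 279 to 3410 ± 234, log2 fold change -1.21) and its largest rise KRT7 (5660 ± 63.0 to 9094 ± 235, log2 fold change 0.68), which spike scaling left short of the threshold (highest adjusted p 0.0941) unless nontreated replicate 3 was also left out. In the mesenchymal list (9 kept of 14) the measures differed in sign. Under carboplatin the median was -0.10, the mean 0.34 and the direction of the fry test upward (adjusted p 0.0135), with 3 genes called higher and 4 lower. The largest rise was FN1 (log2 fold change 4.68) and the largest fall TCF4 (1400 ± 97.0 to 405 ± 60.1, log2 fold change -1.80). This call was lost without carboplatin replicate 1 (adjusted p 0.966), cisplatin replicate 2 (0.159) or cisplatin replicate 3 (0.0747), and with TMM factors (0.0843) or without the filter (0.125). Quantile normalization turned it downward (median -0.35, adjusted p 5.12e-04). Under cisplatin the mesenchymal test was downward (median -0.21, mean 0.10, adjusted p 7.03e-04), as under doxorubicin (median -0.17, mean -0.05, adjusted p 0.00824), and both calls were lost without the filter (adjusted p 0.0759 and 0.0953). For cisplatin the mean differed in sign from the median and the test. The size of these medians rested on single samples, on the filter and on the background, while the calls held in the fits that follow. With a mean of at least 50 the medians were 0.064, -0.016 and -0.017 with carboplatin, cisplatin and doxorubicin. After background subtraction they were -0.27, -0.84 and -0.24. Without nontreated replicates 1, 2 and 3 in turn the cisplatin median was -0.13, -0.026 and -0.53, and without cisplatin replicates 1, 2 and 3 it was -0.087, -0.44 and -0.12. The doxorubicin median was -0.092 without nontreated replicate 2 and -0.10 without doxorubicin replicate 1. The carboplatin median was -0.023, 0.075 and -0.27 without nontreated replicates 1, 2 and 3.

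The matrix remodelling list (20 kept of 25) had a median of 0.33 with carboplatin (adjusted p 9.79e-06, 10 called higher, 3 lower). With cisplatin it was 0.22 (adjusted p 4.55e-04, 6 higher, 3 lower), or 0.12 without nontreated replicate 3. Quantile normalization cut this cisplatin median to 0.030 and background subtraction to 0.13, while both tests stayed upward and past the threshold. With doxorubicin the median was -0.02, whereas the mean of 0.01 and the test pointed upward (adjusted p 0.249; 3 higher, 1 lower), and the filter on a mean of at least 50 brought it past the threshold (median 0.02, adjusted p 0.0338). PLAU rose most under carboplatin (714 ± 18.1 to 12760 ± 2554, log2 fold change 4.14) and ADAMTS8 fell most. The list of collagens and laminins (16 kept of 20) had medians of 0.23 (adjusted p 5.31e-06; 9 higher, 4 lower), 0.16 (adjusted p 2.53e-04; 7 higher, 2 lower) and 0.04 (adjusted p 0.212; 2 higher, 1 lower) with carboplatin, cisplatin and doxorubicin. Quantile normalization turned the carboplatin median to -0.056 and cut the cisplatin one to 0.035, while both tests stayed upward (adjusted p 8.58e-07 and 8.87e-05). Without the filter, with all 20 members, the medians were 0.0098 with carboplatin and 0.066 with cisplatin, while both tests stayed upward and past the threshold (adjusted p 1.15e-05 and 0.00125), so the sizes of these medians rested on the filter. The adjusted p over all alternatives was 1.44e-07 to 0.640 with carboplatin and 5.18e-06 to 0.727 with cisplatin. LAMA3 rose most (574 ± 37.5 to 4379 ± 683, log2 fold change 2.92), and LAMA4 fell from 51.6 ± 6.62 to 17.0 ± 2.88, within 2 SD of the background in 3 of 3 samples, so that fall is understated too. Under spike scaling the cisplatin direction of both lists turned downward (medians -0.18 and -0.25, adjusted p 0.727 for each, with the median of all genes at -0.35), and so did the doxorubicin direction (medians -0.11 and -0.05). Without nontreated replicate 3 the directions of these tests did not turn, and the medians were -0.021 and 0.019 with cisplatin, short of the threshold, and 0.11 and 0.22 with doxorubicin. The carboplatin tests of both lists and of the integrins, short of the threshold under spike scaling, passed it without that sample. The integrins (13 kept of 17) had medians of 0.65 (adjusted p 5.31e-06; 9 higher, 1 lower), 0.52 (adjusted p 4.65e-05; 10 higher, 2 lower) and 0.14 (adjusted p 0.0898; 3 higher, 1 lower). The carboplatin median of the integrins was 1.45 after background subtraction, 0.96 with a mean of at least 50 and 0.49 without the filter. Its call held in each. The doxorubicin test of the integrins passed without carboplatin replicate 3 (adjusted p 1.59e-04, and up to 0.801 over all alternatives). That sample enters this test only through the shared spread and the adjustment. The carboplatin replicates lay widest apart on the first principal component (SD 2.23). A doxorubicin list short of the threshold is thus not shown to be unchanged. ITGB3 rose most under carboplatin (34.7 ± 6.36 to 335 ± 45.6, log2 fold change 3.24) and ITGA1 fell most (237 ± 11.7 to 112 ± 14.0, log2 fold change -1.08). The TGF-beta targets (7 kept of 7) had medians of 0.82 (adjusted p 5.31e-06; 5 higher, 2 lower), 0.57 (adjusted p 1.01e-04; 4 higher, 1 lower) and 0.14 (adjusted p 0.134; 1 higher). Here too the doxorubicin test passed without carboplatin replicate 3 (adjusted p 0.0176, and up to 0.801 over all alternatives), and also under quantile normalization (0.0363) and the filter on a mean of at least 50 (0.0499). THBS1 rose most (268 ± 18.1 to 2901 ± 609, log2 fold change 3.42) and ID2 fell most (902 ± 53.4 to 669 ± 23.4, log2 fold change -0.43), a fall that did not pass under spike scaling without nontreated replicate 3 (highest adjusted p 0.0977).

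Adjusted over the list alone, the genes called with carboplatin numbered 12 epithelial, 7 mesenchymal, 13 matrix remodelling, 13 collagen and laminin, 10 integrin and 7 TGF-beta target genes. With cisplatin these numbers were 9, 6, 9, 11, 12 and 5, and with doxorubicin 3, 4, 8, 3, 7 and 3. The lists were written with the genes that the study displays in view, and how it chose those is not known, so these counts are not taken as independent evidence. In all, fry called 13 of the 18 tests, and under spike scaling 1 of them, that of the TGF-beta targets with carboplatin. That scaling leaves differences in RNA input in the values, so these losses do not settle whether the lists changed. With nontreated replicate 3 also left out, 4 passed, all with carboplatin, and the epithelial and mesenchymal directions with doxorubicin turned upward (medians 0.12 and 0.015) at a median of all genes of 0.19. With the leading axis of the deviations as a covariate, all 6 lists passed for doxorubicin. That axis was taken from the deviations of the same samples, so it lowers the spread by construction and left the medians unchanged. These passes are therefore not taken as evidence of a change with doxorubicin. The fry test asks whether the members changed, not whether they changed more than other genes. Camera, which asks the latter, called 2 of the 18 with a preset correlation, the epithelial list with carboplatin (adjusted p 0.0421) and cisplatin (adjusted p 0.0492), and both hold under fry. With an estimated correlation its lowest adjusted p among the 18 was 0.551.

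**Figure D2:**
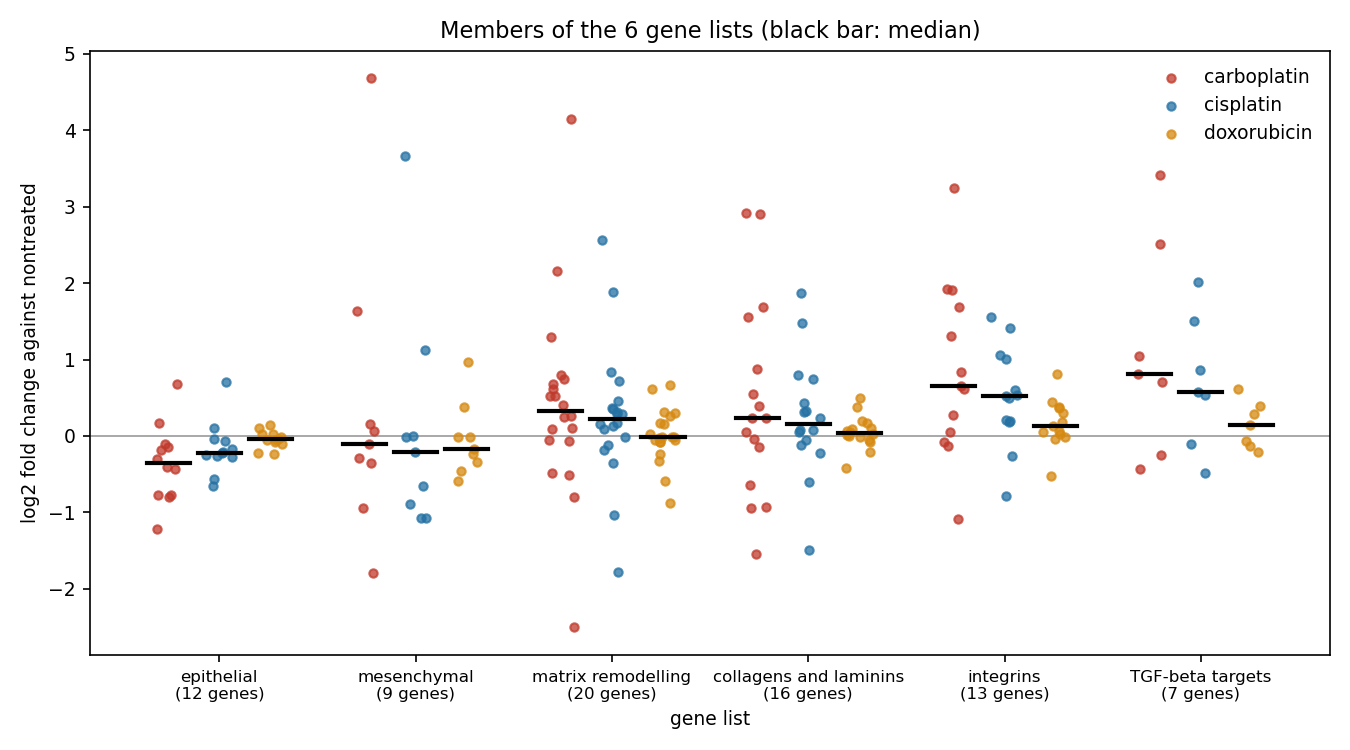
Log2 fold change against nontreated cells of each member of the 6 gene lists for the 3 drugs (points), with the median of each list as a black bar. The epithelial medians lay below 0 (-0.36 with carboplatin; that with doxorubicin turned to 0.12 under spike scaling without nontreated replicate 3) and the integrin medians above it (0.65 with carboplatin), with members on both sides of 0 in each list.

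The responses to the drugs were compared with each other. Across the 616 genes, which are not independent replicates, the log2 fold changes of carboplatin and cisplatin correlated with Pearson r of 0.935 (Spearman 0.913). Those of carboplatin and doxorubicin correlated with 0.737 (0.718), and those of cisplatin and doxorubicin with 0.789 (0.774). Simulated unchanged groups set against shared simulated controls gave mean r of 0.496, 0.504 and 0.502 for these pairs, with highest values of 0.632, 0.612 and 0.630. Background subtraction moved r most for carboplatin and doxorubicin, to 0.614, little above the highest value of that simulation, which was run without subtraction. The simulation held no drug effect, so it gives the r of shared controls where nothing changed. It does not give their part in r where the changes are large, and does not decide how much of r they account for. A slope of 0.578 related the cisplatin to the carboplatin changes, and of 0.185 the doxorubicin to the carboplatin changes. Carboplatin and cisplatin shared 180 genes called higher and 142 called lower, and 3 genes were called in opposite directions (CCDC80, LRG1, ADAMTS1). Carboplatin and doxorubicin shared 56 higher and 37 lower genes with 3 opposite (CHI3L1, MUC1, PLS1). Cisplatin and doxorubicin shared 56 higher and 36 lower genes with 1 opposite (MUC1). ADAMTS1, MUC1 and PLS1 are named after their values were seen. CHI3L1 fell with carboplatin (43.1 ± 4.80 to 32.1 ± 2.93, log2 fold change -0.41, adjusted p 0.00681) and rose with doxorubicin (56.3 ± 5.42, log2 fold change 0.38, adjusted p 0.0422), but edgeR called neither (adjusted p 0.0636 and 0.0703). The CHI3L1 fall had adjusted p of 2.94e-04 to 0.158 over all alternatives. The rise had 0.0329 to 0.997 and was lost in 16 of 27 alternatives, among them those without nontreated replicates 2 or 3, carboplatin replicate 2, cisplatin replicate 2, and doxorubicin replicates 1 or 3. CCDC80 fell with carboplatin (1229 ± 29.7 to 943 ± 12.3, log2 fold change -0.38, adjusted p 3.91e-06) and rose with cisplatin (1483 ± 25.3, log2 fold change 0.27, adjusted p 9.14e-05), a rise that turned to -0.14 under spike scaling, or 0.12 without nontreated replicate 3, where neither change passed (highest adjusted p 0.706 and 0.189). LRG1 rose with carboplatin (113 ± 0.94 to 131 ± 5.95, log2 fold change 0.21, adjusted p 0.00135) and fell with cisplatin (86.1 ± 1.66, log2 fold change -0.38, adjusted p 3.68e-05). The LRG1 rise was not called by edgeR, DESeq2, with a mean-variance trend or under spike scaling, and turned to -0.18 under quantile normalization (adjusted p 6.72e-04 to 0.922 over all alternatives).

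**Figure D3:**
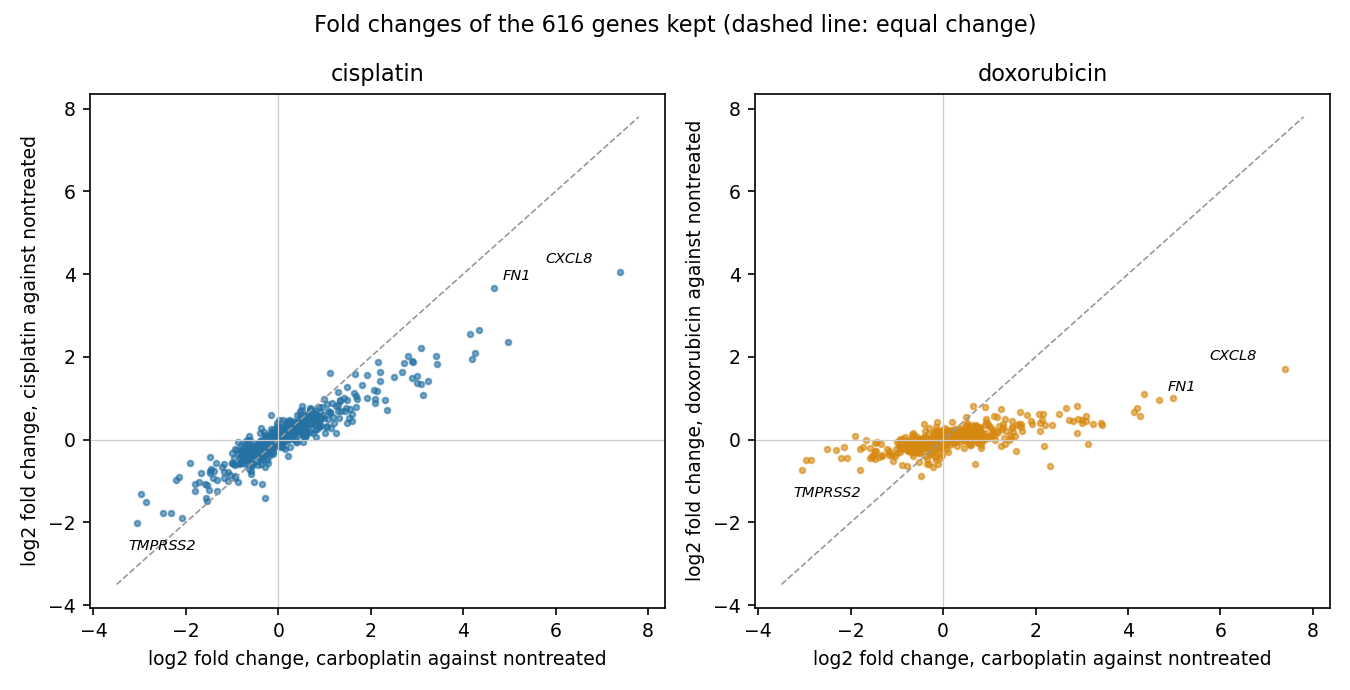
Log2 fold change against nontreated cells of the 616 genes with cisplatin (left) and doxorubicin (right), each set against that with carboplatin on the horizontal axis (1 point per gene; the dashed line marks equal change). The points follow slopes of 0.578 and 0.185, and CXCL8, FN1 and TMPRSS2 are named.

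Direct comparisons tested whether the drugs differed from each other. Carboplatin and cisplatin differed in 258 genes, 142 higher and 116 lower with carboplatin. Carboplatin and doxorubicin differed in 388 genes (213 higher, 175 lower with carboplatin), and cisplatin and doxorubicin in 268 (151 higher, 117 lower with cisplatin). The edgeR test called 260, 391 and 283 genes. Quantile normalization changed the split of the carboplatin and cisplatin calls to 114 higher and 173 lower, that of carboplatin and doxorubicin to 157 and 235, and that of cisplatin and doxorubicin to 116 and 144. TMM factors changed the last to 110 and 149. Spike scaling gave 84 and 7, 84 and 79, and 26 and 60, and without nontreated replicate 3 141 and 20, 125 and 126, and 43 and 184. Genes higher with carboplatin than with cisplatin were led by CXCL8 (log2 difference 3.33, adjusted p 2.94e-06), PTX3 (2.62, adjusted p 3.53e-06) and CXCL10 (462 ± 34.5 against 99.6 ± 27.8, log2 difference 2.24, adjusted p 1.52e-05). Those lower were led by PRR15L (-1.65, adjusted p 1.63e-05), VIT (-1.34, adjusted p 3.09e-04) and TSHR (89.9 ± 29.7 against 222 ± 14.0, -1.34, adjusted p 1.76e-04). Between cisplatin and doxorubicin, FN1 (2.70), CXCL8 (2.35) and PLAU (1.89) were higher with cisplatin, and ADAMTS8 (-1.55), AGR2 (-1.53) and CLU (-1.44) were lower. All 6 lists differed between carboplatin and cisplatin by fry, the epithelial one lower with carboplatin (median -0.14, adjusted p 1.13e-05) and the other 5 higher. Their medians were 0.17 (mesenchymal, adjusted p 7.16e-05), 0.14 (matrix remodelling, 0.00148), 0.04 (collagens and laminins, 3.49e-04), 0.14 (integrins, 0.00422) and 0.23 (TGF-beta targets, 0.00165). Without the filter that of collagens and laminins was -0.026, while the test stayed upward (adjusted p 7.08e-04, and 1.08e-05 to 0.386 over all alternatives). Single samples moved some of these medians: the mesenchymal one to 0.32 without cisplatin replicate 2, that of collagens and laminins to 0.095 without carboplatin replicate 2 and 0.11 without cisplatin replicate 3, and those of integrins and TGF-beta targets to 0.078 and 0.13 without carboplatin replicate 3. Adjusted over the list alone, 6, 6, 9, 11, 7 and 5 genes of the lists differed. With a preset correlation camera called only the epithelial list here (adjusted p 0.0110), and spike scaling turned the epithelial median to 0.10 (adjusted p 0.862, with the median of all genes at 0.24) and left the others but the TGF-beta targets short of the threshold. With nontreated replicate 3 also left out these 4 passed, and the epithelial median stayed at 0.10 (adjusted p 0.763).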

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

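Both tests of this part were chosen after the spike counts were seen. The positive-control spikes are RNAs added at the assay and belong to no comparison of the drugs. They stood out because their counts were higher with cisplatin than in the nontreated controls. The geometric mean of the 6 spike probes was 1390 ± 37.1 in the 3 cisplatin samples and 1170 ± 49.7 in the 3 nontreated samples (mean ± SD), a ratio of 1.19. The lowest cisplatin sample, 1364, lay above the highest sample of any other group, 1336. The rise was not confined to cisplatin. With doxorubicin all 6 probes were also higher than in nontreated cells, with a ratio of 1.10, but its lowest sample, 1221, lay below the highest nontreated one, 1226. With carboplatin the ratio was 1.02 and 3 of the 6 probes were higher.

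The ratio of single probes with cisplatin was 1.128 at the lowest and 1.34 at the highest. Since the rise was noticed on these same probes, this decides nothing about the efficiency of the lanes, which stays open. Whether such a factor reached the gene values cannot be told apart from its absence. The median log2 fold change over all genes with cisplatin was 0.06585, against a log2 ratio of 0.25 for the spikes, but scaling to housekeeping genes removes a factor shared by all genes by construction. No lane or cartridge is given in the labels, and no biological explanation was tested, since the spikes do not come from the cells.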

How the results depend on the processing

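Background subtraction, spike scaling with and without nontreated replicate 3, the leading axis of the deviations as a covariate, edgeR and DESeq2 were chosen after seeing the data, as was the test of lists between carboplatin and cisplatin. Over all alternatives, 183 of the gene counts stayed within 1.5 times of the reported one and 15 did not. For lists, 515 results kept direction and side of the threshold, 62 fell short of it, 12 newly passed it and 11 reversed. For correlations 60 moved by less than the spread over single replicates and 9 by more. For named genes 1729 kept both, 53 fell short, 6 newly passed and 6 reversed. Where no reason is given, the cause was not tested.

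With spike scaling the gene counts against nontreated were 216 (carboplatin), 187 (cisplatin) and 4 (doxorubicin). Those between drugs were 91 (carboplatin and cisplatin), 163 (carboplatin and doxorubicin) and 86 (cisplatin and doxorubicin), and 237 genes differed among the 4 groups. The recovered count per spike count was 1270.4 in nontreated replicate 3 and 611.7 to 915.5 in the other samples. Without that sample the spike-scaled counts were 285, 171 and 31 against nontreated, and 161, 251 and 227 between drugs in the same order. Among the groups 341 genes differed, so part of the effect of this scaling rests on that sample. The ratio also ran from 644.4 to 915.5 within doxorubicin, and this scaling leaves differences in RNA input in the gene values. The doxorubicin count was 176 with the t-test at an unadjusted p under 0.05, which makes no adjustment. Leaving out each replicate gave 409 to 431 genes for carboplatin, 328 to 363 for cisplatin and 57 to 121 for doxorubicin, 219 to 265, 356 to 390 and 219 to 280 between drugs in the same order, and 401 to 431 among the groups. The replicate numbers do not pair the samples (median residual correlation -0.0174 over 18 pairs), and a replicate block changed no call of a list or named gene.

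Under spike scaling these list medians were short of the threshold. With carboplatin they were -0.53 (epithelial), -0.27 (mesenchymal), 0.15 (matrix remodelling), 0.055 (collagens and laminins) and 0.48 (integrins). With cisplatin they were -0.63 (epithelial), -0.61 (mesenchymal), 0.12 (integrins) and 0.18 (TGF-beta targets), and reversed for matrix remodelling (-0.18) and for collagens and laminins (-0.25). With doxorubicin the mesenchymal median was -0.27, and reversed were matrix remodelling (-0.11) and collagens and laminins (-0.054). Between carboplatin and cisplatin they were 0.41 (mesenchymal), 0.38 (matrix remodelling), 0.28 (collagens and laminins) and 0.38 (integrins), and the epithelial one reversed (0.10). With nontreated replicate 3 also left out, short of the threshold were, with carboplatin, -0.28 (epithelial) and -0.18 (mesenchymal), and with cisplatin -0.37 (epithelial), -0.66 (mesenchymal), -0.021 (matrix remodelling), 0.019 (collagens and laminins), 0.42 (integrins) and 0.38 (TGF-beta targets). Reversed were, with doxorubicin, 0.12 (epithelial) and 0.015 (mesenchymal), and between carboplatin and cisplatin 0.10 (epithelial).

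Camera leaves the medians as they are and asks another question. With a preset correlation 15 calls fell short and 1 reversed, and with an estimated one 18 fell short and 1 reversed, the reversed one being the mesenchymal list with carboplatin (-0.10). With the estimated correlation the epithelial list also fell short with carboplatin (-0.36), cisplatin (-0.22) and between them (-0.14). Under both, the lists short with carboplatin were matrix remodelling (0.33), collagens and laminins (0.23), integrins (0.65) and TGF-beta targets (0.82). With cisplatin they were the mesenchymal list (-0.21), matrix remodelling (0.22), collagens and laminins (0.16), integrins (0.52) and TGF-beta targets (0.57), and with doxorubicin the mesenchymal list (-0.17). Between carboplatin and cisplatin they were the mesenchymal list (0.17), matrix remodelling (0.14), collagens and laminins (0.044), integrins (0.14) and TGF-beta targets (0.23).

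The mesenchymal list with carboplatin fell short with TMM factors (-0.15) and without the filter (0.014), and reversed under quantile normalization (-0.35). Without the filter it also fell short with cisplatin (-0.11) and doxorubicin (-0.095), where the genes added are low. With doxorubicin the TGF-beta targets newly passed under quantile normalization (0.18) and a mean of at least 50 (0.22), and matrix remodelling under the latter (0.021). The covariate brought the other 5 lists with doxorubicin past the threshold without moving their medians. These were -0.040 (epithelial), -0.016 (matrix remodelling), 0.040 (collagens and laminins), 0.14 (integrins) and 0.14 (TGF-beta targets). Since the covariate came from the deviations of the same samples, these passes are not counted as evidence of a change. Leaving out each replicate gave -0.27 to 0.075 for the mesenchymal list with carboplatin, which fell short without carboplatin replicate 1 (-0.11), cisplatin replicate 2 or cisplatin replicate 3. The mesenchymal range was -0.53 to -0.026 with cisplatin and -0.24 to -0.092 with doxorubicin, and the call held throughout. With doxorubicin the range was -0.062 to -0.026 for the epithelial list, 0.10 to 0.15 for integrins and 0.13 to 0.15 for TGF-beta targets. The first passed without carboplatin replicates 1 or 3, and the other two without carboplatin replicate 3. Matrix remodelling ranged from -0.062 (without nontreated replicate 3) to 0.032 (without nontreated replicate 1), and collagens and laminins from 0.015 (without doxorubicin replicate 3) to 0.078 (without doxorubicin replicate 2), and neither passed in these fits. Without the filter the median of collagens and laminins was 0.0098 with carboplatin, 0.066 with cisplatin and -0.026 between them, with direction and call of the test as reported.

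The correlation of carboplatin and cisplatin was 0.899 without the filter, 0.950 with a mean of at least 50 and 0.895 after background subtraction. That of carboplatin and doxorubicin was 0.6502, 0.828 and 0.614, and that of cisplatin and doxorubicin 0.694, 0.865 and 0.703. Of the named genes, LRG1 with carboplatin reversed under quantile normalization (-0.18) and CCDC80 with cisplatin under spike scaling (-0.14). CDH1 with doxorubicin, never called, changed sign under quantile normalization (0.00143) and without nontreated replicate 2 (0.018) or doxorubicin replicate 2 (0.00498) and under spike scaling without nontreated replicate 3 (0.14), with a range of -0.039 to 0.018 over single replicates. Genes near the background, 11.2 to 18.7 in normalized units, have understated folds where the groups have equal background. With cisplatin the background was higher than in nontreated cells, so a rise of such genes can be overstated there. After background subtraction the genes called higher with cisplatin went from 202 to 184, and those called lower from 155 to 162.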

Other observations

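Some tests of this part were chosen only after the result was seen. These are, for the carboplatin replicates, the tests of a shared technical axis, of scaling or depth, of mixed RNA and of unequal response, and, for the doxorubicin direction, the tests of shared controls, of a shared technical axis and of a weaker form of the same response.

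Other splits of the samples were counted for each comparison of groups. For each of the 6 comparisons of 3 with 3 samples, 1 of the 10 splits, the real one, gave as many genes, and the other splits gave at most 1 gene. With 10 splits chance cannot be excluded at 0.05 by this count. For the test among 4 groups, 1 of 100 splits, the real one, gave as many genes (440, and at most 84 in another). A random split of these samples is thus unlikely at 0.05 to give this count. If replicates were repeat hybridizations of the same RNA, chance differences between single cultures could give it too, and the splits cannot exclude that.

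The carboplatin replicates differed along the direction of the drug response. The difference of carboplatin replicate 3 from replicate 1 correlated across genes with the cisplatin change against nontreated, which shares no sample with it (r 0.541). A technical axis shared by all groups is argued against, since the highest absolute r among the 9 replicate pairs of the other groups was 0.1544. Without the 30 genes most changed by cisplatin r was 0.4516, so a few genes do not carry it. Scaling or depth would move all genes alike, whereas the genes lowered by cisplatin had a median log2 difference of -0.06747 and those raised 0.13. Nontreated RNA mixed into replicate 1 would need 1 share for all genes, but raised genes needed 20.83% (95% interval 16.7 to 24.1) and lowered genes 6.80% (5.92 to 9.74). If the replicates were separate cultures, an unequal drug response between them may account for the pattern, as a hypothesis found and tested on the same data. Cell density at harvest was not analysed here and stays open.

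The doxorubicin changes followed the direction in which carboplatin differed from cisplatin. These 2 contrasts share no sample, and correlated across genes with r 0.5235 (Spearman 0.4096), which argues against shared controls. Without the 30 genes that differed most between carboplatin and cisplatin r was 0.3943, and among genes with a mean of at least 200 it was 0.7046, which argues against a few genes and against noise near the background. The highest absolute r among the 6 replicate pairs within the nontreated and doxorubicin groups was 0.1102, which argues against an axis of replicate variation shared by these groups. The carboplatin replicate pairs did vary along this direction, with r of 0.574, 0.416 and 0.280, as in the pattern above, and the largest among cisplatin pairs was -0.125. A technical difference between the nontreated and doxorubicin groups as a whole is not excluded by these values. By the splits of the 6 samples chance cannot be excluded, since 1 of 10, the real one, gave an r as large (highest other 0.335). A weaker form of the same response may be the reason, as a hypothesis.

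The cisplatin profile was not only a scaled carboplatin profile. With the factor of a line through the origin, 0.581, 142 of the 616 genes departed (68 above, 74 below, limma adjusted p under 0.05). For doxorubicin, with 0.184, 19 genes departed. Over factors from 0.4 to 0.8 in steps, the number for cisplatin was 145 to 198, so the choice of factor does not account for it. From a smooth curve 138 genes departed, which argues against a curved relation as the whole reason. Of the 114 departing genes with a mean of at least 200, 99.12% (113) still departed after background subtraction. For these genes this argues against the higher background of the cisplatin lanes. The departing genes with a lower mean, where background weighs more, were not covered. Scaling to the spikes was not tried on the count of departing genes, and the reason stays open.

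CXCL8 and TNF were among the largest rises under carboplatin, which raised the question whether chemokine and interleukin genes rise as a family. Of 19 on the panel 11 were kept, and 6 of these had been looked at. The other 5, chosen as a list after the first 6 were seen, had a median log2 fold change of 0.39 with a fry p of 2.70e-07, which meets the prediction written before that test. The reading was changed after the result was seen, to leaving the question open. Of these genes, named after their values were seen, IL18 (2.20), IL1A (1.49) and IL15 (0.39) rose, CXCL17 fell (-0.63, adjusted p 0.0285) and CCL21 was not called (0.16, adjusted p 0.564), and camera against the other genes gave p 0.256. A rise of the whole family and a rise of some members cannot be told apart with 5 genes that go both ways.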
